# Co-repressors AtSDR4L and DIG1 interact with transcription factor VAL2 and promote Arabidopsis seed-to-seedling transition

**DOI:** 10.1093/plphys/kiae225

**Published:** 2024-04-23

**Authors:** Bailan Lu, Milad Alizadeh, Ryan Hoy, Renwei Zheng, Dongeun Go, Liang Song

## Abstract

Two transcriptional co-repressors physically interact with a transcription factor that is known to recruit a multi-protein complex, which promotes the repression of seed maturation genes by depositing trimethylation marks on lysine 27 of the histone 3 tails.

Dear Editor,

Robust seedling establishment requires transcriptional repression of seed maturation genes, often through the epigenetic modification of histones by the Polycomb Repressive Complexes (PRCs). The core components of PRCs are moderately conserved between animals and plants, while many PRC-associated proteins rendering regulatory specificity are more diverse (Xiao and Wagner 2015). *Seed Dormancy 4* (*Sdr4*) is a quantitative trait locus in rice (*Oryza sativa*) that represses preharvest sprouting (Sugimoto et al. 2010; Chen et al. 2021; Zhao et al. 2022). *ARABIDOPSIS THALIANA SEED DORMANCY 4-LIKE* (*AtSDR4L*), also known as *SEED DORMANCY FOUR-LIKE 1* (*SFL1*)/*REVERSAL OF RDO5 1* (*ODR1*), is an *Sdr4* ortholog in Arabidopsis (*Arabidopsis thaliana*) (Cao et al. 2020; Liu et al. 2020; Wu et al. 2022; Zheng et al. 2022). *Atsdr4l* loss-of-function mutants phenocopy the *prc* mutants, displaying delayed seed germination and abnormal seedling establishment (Wu et al. 2022; Zheng et al. 2022). AtSDR4L and its Arabidopsis paralogs, collectively known as *Dynamic Influencer of Gene Expression* (*DIG*)/*ABA-INDUCED TRANSCRIPTION REPRESSOR* (*AITR*)/*SFL*, are proposed to repress transcription (Song et al. 2016; Tian et al. 2017; Zheng et al. 2022). Here, we demonstrate the physical interaction and genome-wide binding similarities between AtSDR4L, DIG1, and PRC2-associated protein VIVIPAROUS1/ABI3-LIKE 2 (VAL2). We propose that AtSDR4L and its homolog likely use PRC2-mediated H3K27me3 deposition to regulate downstream targets.

## DIG1 and AtSDR4L physically interact with VAL2

Based on the similarities in mutant phenotypes and differential gene expression, we examined whether AtSDR4L physically interacts with PRC core and accessory proteins. AlphaFold (Jumper et al. 2021; Mirdita et al. 2022) predicted that N-terminal halves of AtSDR4L and DIG1 are disordered, while the C-terminal halves encompass multiple α-helices and β-sheets (Fig. 1, A and B). Yeast two-hybrid showed that VAL2, but not its homolog VAL1, was the only protein that interacts with AtSDR4L, DIG1, and DIG-Like1 (DIL1) (Supplementary Fig. S1, A and B, Supplementary Table S1). Autoactivation made the interaction inconclusive for the remaining family members (Supplementary Fig. S1B). To narrow down interacting regions, VAL2 was split between the B3 DNA-binding domain and Cys- and Trp-containing (CW) domain (Fig. 1B, Supplementary Table S2). The N-terminal half of VAL2 (VAL2-N), but not the C-terminal half (VAL2-C), interacts with DIG1 and AtSDR4L (Fig. 1, C and D). Further truncation of VAL2-N abolishes the interaction with DIG1 (Supplementary Fig. S1C), suggesting that the PHD-L or B3 domain alone is not sufficient to mediate the interaction, or that the heavily truncated VAL2 fragments cannot fold properly to interact with DIG1. Truncated constructs guided by AlphaFold predictions revealed that the C-terminal fragment of DIG1 (DIG1-C) strongly interacts with VAL2 (Fig. 1F). To mitigate the autoactivation of AtSDR4L-C, we removed the last 6 and 8 residues from AtSDR4L-C and DIG1-C, respectively. The resulting AtSDR4L-CΔ6aa and DIG1-CΔ8aa fragments consistently interact with VAL2 (Fig. 1, E and F). Additionally, the interaction between DIG1 and VAL2-N was supported by bimolecular fluorescence complementation (Supplementary Fig. S1D), although poorly expressed full-length VAL2 protein in *Nicotiana benthamiana* leaves (Supplementary Fig. S1E) and relatively weaker interaction with AtSDR4L prevented us from testing the interactions extensively. Collectively, we show that the interactions depend on VAL2-N and the C-terminal halves of AtSDR4L and its homologs.

**Figure 1.**
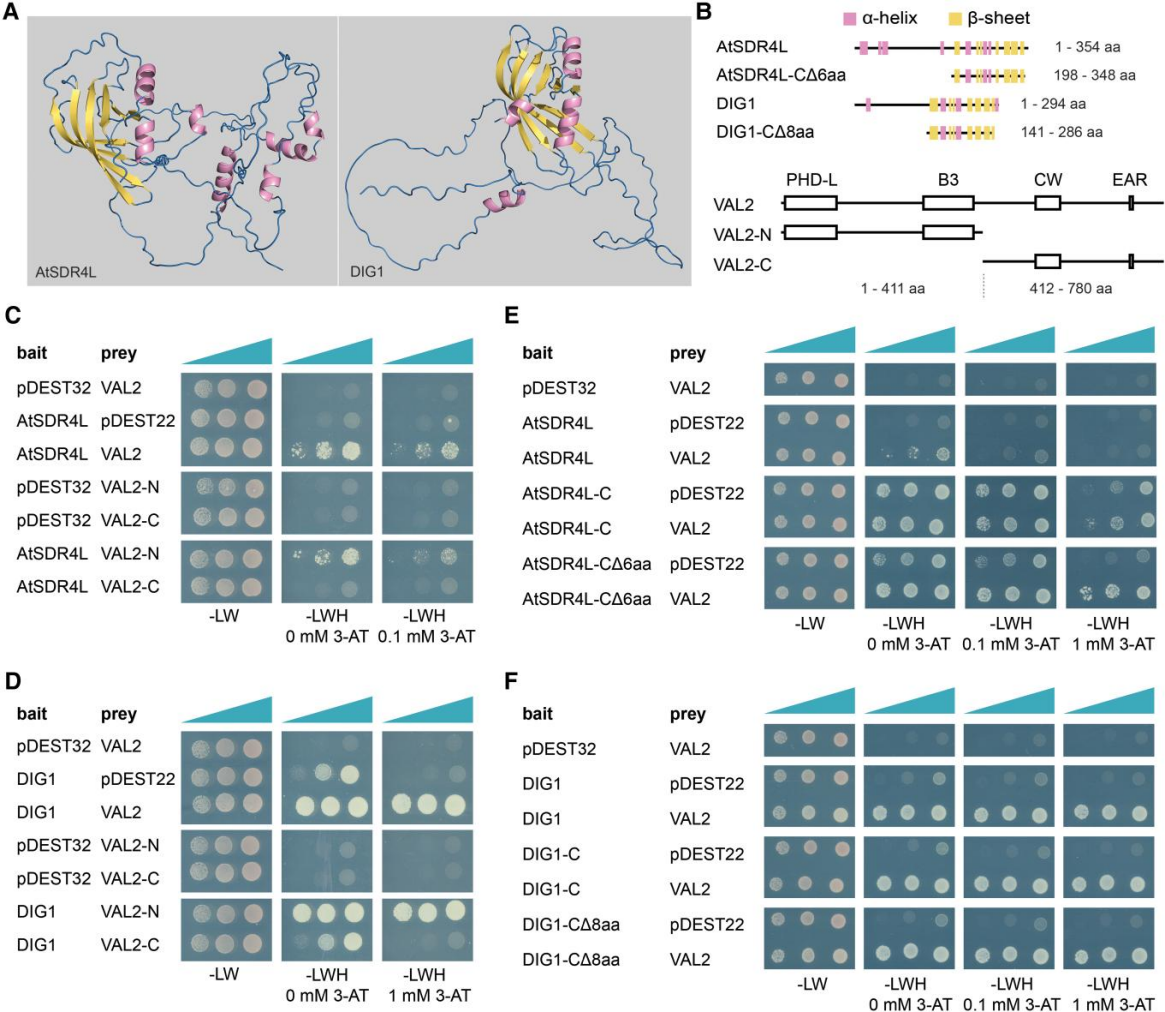
AtSDR4L and DIG1 physically interact with VAL2. **A)** Structural prediction of AtSDR4L and DIG1 by AlphaFold2 and diagrams generated by PyMOL^TM^ 2.5.7. **B)** A schematic representation of full-length and truncated AtSDR4L, DIG1, and VAL2. Alpha helices and beta sheets in AtSDR4L and DIG1 are colour-coded and correspond to the structures in AlphaFold2 prediction; -CΔ6aa and -CΔ8aa indicate removal of the last 6 and 8 amino acid (aa) residues from AtSDR4L-C and DIG1-C, respectively; plant homeodomain-like (PHD-L), B3 DNA-binding, Cys- and Trp-containing (CW) domains, and the Ethylene-responsive element binding factor-associated Amphiphilic Repression (EAR) motif in VAL2 are labeled as boxes or a vertical line. **C and D)** Yeast 2-hybrid assay using yeasts co-expressing the indicated pairs of bait and prey show that AtSDR4L **C)** and DIG1 **D)** physically interact with the N-terminal half of VAL2. Bait proteins were expressed from the pDEST32 vector that encodes a GAL4 DNA-binding domain and prey proteins were expressed from the pDEST22 vector that encodes a GAL4 DNA activation domain. Yeasts were plated on double dropout media and triple dropout media supplemented with different concentrations of 3-amino-1,2,4-triazole (3-AT), on a dilution gradient of 1:100 (v/v), 1:10 (v/v), and undiluted (shown by triangles above each lane). -L, -W, -H: dropout media deprived of leucine, tryptophan, and histidine. **E and F)** Yeast 2-hybrid assay using yeasts co-expressing the indicated pairs of bait and prey show that the C-terminal half of AtSDR4L **E)** and DIG1 **F)** physically interact with VAL2.

To examine the biological relevance of the interactions in planta, a native promoter-driven construct *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* was introduced into *Atsdr4l-4*. Because AtSDR4L protein is strongly upregulated by abscisic acid (ABA) in young seedlings (Supplementary Fig. S2, A and B), AtSDR4L direct targets were identified by chromatin immunoprecipitation-sequencing (ChIP-seq) using ABA-treated seedlings 1 d after imbibition (1 DAI) (Supplementary Table S3). Genomic regions enriched with either VAL2 or VAL1 were identified by differential binding (DB) analysis using public data (Yuan et al. 2021) (Fig. 2A, Supplementary Fig. S2C). We showed that both AtSDR4L and DIG1 share extensive binding overlaps with VAL2 and are enriched in regions preferred by VAL2 (Fig. 2A, Supplementary Fig. S2, C and D), supporting a direct interaction with VAL2. AtSDR4L and DIG1 are also found in regions bound by both VALs, suggesting that they might indirectly interact with VAL1 through VAL1–VAL2 heterodimerization (Chen et al. 2020). RY (CATGCA/TGCATG) and G-box (CACGTG) motifs are among the top enriched motifs in the VAL1- and VAL2-preferred regions, respectively (Fig. 2B). The enrichment of G-box in VAL2-preferred regions echoes with the enrichment of this motif in AtSDR4L and DIG1 target sites (Fig. 2, B and C) (Song et al. 2016; Wu et al. 2022). Previously, a G-box-binding TF ABA INSENSITIVE 5 (ABI5) was shown to interact with DIG1 in Y2H (Lumba et al. 2014). Plausibly, DIG1 and AtSDR4L bring VAL2 and G-box-binding TFs into close proximity, enabling a robust and temporal-specific repression of seed maturation genes.

**Figure 2.**
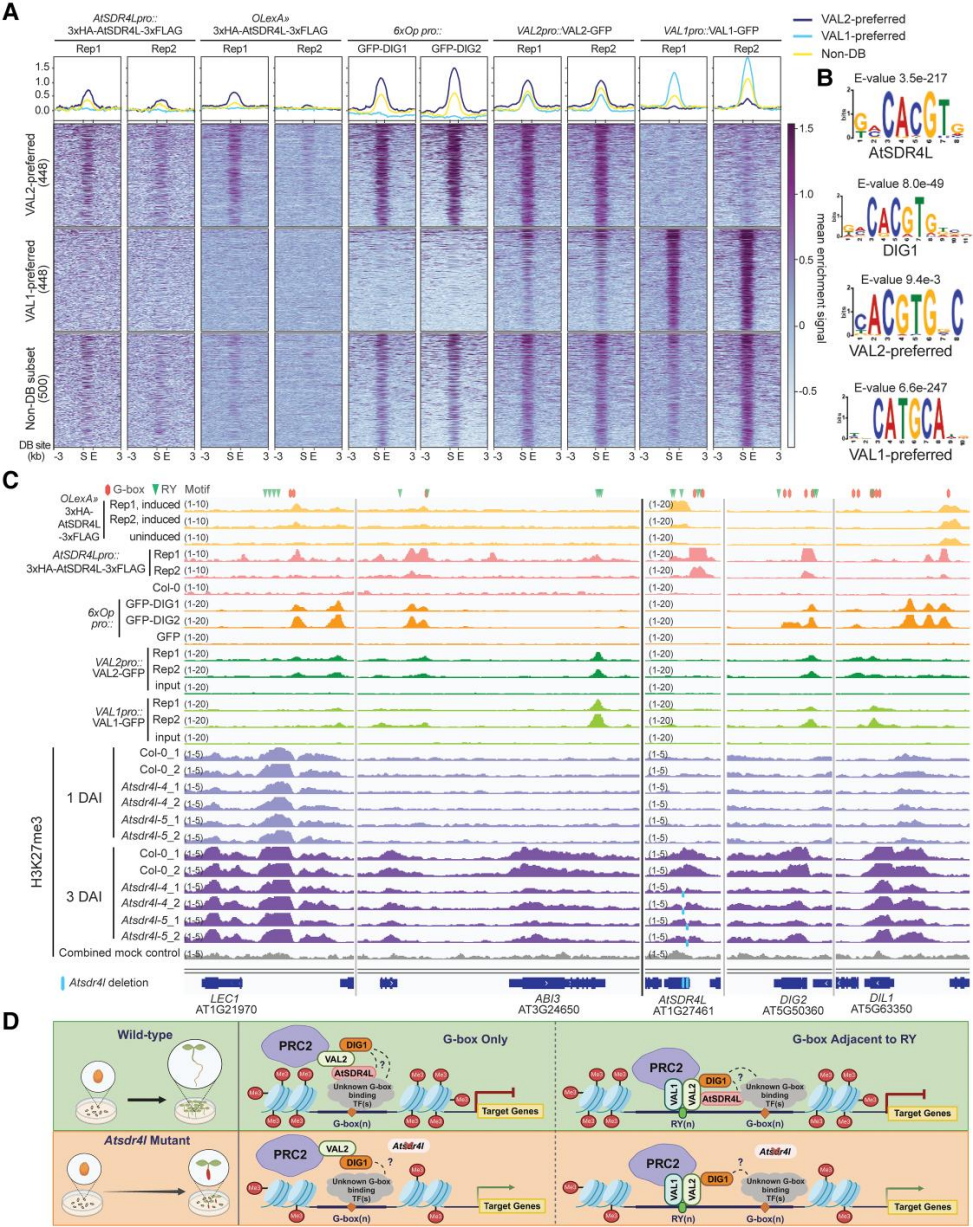
AtSDR4L and DIG1 share targets with VAL2 genome-wide. **A)** Profile plots and heatmaps representing the enrichment signal (mean normalized log2 ratio relative to respective control) of AtSDR4L, DIG1, DIG2, VAL2, and VAL1 over the binding regions preferred by VAL2 and VAL1, as well as the 500 non-differentially bound (non-DB) regions with the highest false discovery rates (FDRs) from VAL1–VAL2 DiffBind analysis. S = peak start, E = peak end. **B)** Enriched motifs (*E*-value < 0.05) identified by MEME-ChIP using ±100 bp sequences from the summits of AtSDR4L (Irreproducible Discovery Rate ≤ 0.1) and DIG1 (q < 0.05) ChIP-seq, or ±200 bp regions from VAL1 and VAL2 DiffBind summits (FDR < 0.05). Shuffled input sequences were used as background for motif enrichment analysis. **C)** Integrative Genomics Viewer (IGV) showing the co-localized binding of AtSDR4L with DIG1 and DIG2, and VAL2 in the upstream regions of *LEC1* and *ABI3* loci. AtSDR4L also binds upstream of itself, and overlaps with DIG1 and DIG2 binding sites in the regions upstream of *DIG2*, and *DIL1* genes. H3K27me3 deposition was compared among Col-0, *Atsdr4l-4*, and *Atsdr4l-5* at 1 d after imbibition (DAI) and 3 DAI. Numbers above tracks indicate normalized data range in tiled data format. Motif labels above IGV tracks: diamond represents G-box motif (CACGTG); arrowhead represents RY motif (CATGCA). Highlighted vertical lines on *AtSDR4L* gene represent deletions in *Atsdr4l-4* and *Atsdr4l-5*. **D)** A proposed model for AtSDR4L-VAL2 interaction in repressing gene expression during the seed-to-seedling phase transition. In the G-box abundant regions without full-length RY motif, the physical association between VAL2 and AtSDR4L (or DIG1) can help recruit PRC2 to target loci for histone modification. In regions where G-box is in close proximity with RY, both motifs may be involved in PRC2 recruitment. The targeting of PRC2 can be mediated by VAL1–VAL2 through their direct binding at the RY motif (Chen et al. 2020), and the indirect association of PRC2-VALs with the G-box motif can be bridged by AtSDR4L (or DIG1). Both modes of action require additional TFs that directly bind to the G-box element. These repress the expression of target genes in wild-type seedlings (vertical bar above genes). In *Atsdr4l* loss-of-function mutant, PRC2-mediated H3K27me3 deposition is attenuated, resulting in the derepression of transcriptional regulators (arrow above target genes), delayed seed germination (longer transition arrow in mutant and shorter arrow in wild-type), and recurrence of embryonic traits in seedlings (excessive neutral lipid shown in swollen hypocotyl). The extent of functional redundancy and the interaction between AtSDR4L and DIG1 remain elusive.

## A key set of transcriptional regulators targeted by AtSDR4L-VAL2 have reduced H3K27me3 in *Atsdr4l* mutants

Because VAL proteins interact with PRC1 and PRC2 components, and that both PRCs affect H3K27me3 directly or indirectly (Yuan et al. 2016; Chen et al. 2020; Baile et al. 2021; Yuan et al. 2021), we examined H3K27me3 in Col-0, *Atsdr4l-4*, and *Atsdr4l-5* seedlings and identified hundreds of DB regions (Fig. 2C, Supplementary Fig. S2, E, G, and H, Supplementary Table S4). 

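H3K27me3 was profiled by ChIP-seq in seedlings of 3 genotypes, wild-type Col-0 and the deletion alleles *Atsdr4l-4* and *Atsdr4l-5*, at 1 and 3 days after imbibition (DAI), with 2 replicates per genotype and time point, which gives 12 libraries. For each library the authors deposited a list of broad peaks, which they called with MACS2 on reads aligned to TAIR10, against a common control made by joining the mock IgG alignments of wild-type and mutant seedlings. Replicates were not pooled before peak calling. The lists hold no read counts, so the depth of each library is unknown, and no interval or detection limit that needs it is given. Each peak carries the authors' fold enrichment, -log10 p, -log10 q and score, which were used only to rank or filter peaks within a list. Libraries were compared by the number of peaks on chromosomes 1 to 5, by the length that the peaks cover, and by peak width. At 1 DAI the Col-0 libraries held 6474 and 6553 peaks, the *Atsdr4l-4* libraries 6800 and 6521, and the *Atsdr4l-5* libraries 6528 and 6616. At 3 DAI these numbers were 6710 and 6582 in Col-0, 7068 and 6624 in *Atsdr4l-4*, and 6852 and 6924 in *Atsdr4l-5*. The Jaccard index of covered bases between replicates ranged from 0.799 to 0.881, against 0.788 to 0.871 between genotypes of a time point and 0.697 to 0.787 between time points. By these ranges, replicates of a genotype were hardly closer to each other than to libraries of the other genotypes at the same time point. The Col-0 replicates were closer to each other (0.850 at 1 DAI, 0.881 at 3 DAI) than to any *Atsdr4l* library (at most 0.845 and 0.867). This did not hold for the replicates of *Atsdr4l-5* at 1 DAI (0.799) or of *Atsdr4l-4* at 3 DAI (0.815). Every peak ended within the chromosome lengths of the TAIR10.1 reference, whose annotation was used for gene positions. With 2 Col-0 and 4 *Atsdr4l* libraries per time point there are 15 splits, so that an exact permutation test cannot give a p below 0.0667, and comparisons within a time point are reported as values with the spread between libraries.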

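The covered length did not separate the genotypes. At 1 DAI it was 23.9 Mb ± 0.151 (SD, n = 2) in Col-0 and 23.7 Mb ± 1.76 (SD, n = 4) in *Atsdr4l*, and at 3 DAI 27.5 Mb ± 0.102 (SD, n = 2) and 26.4 Mb ± 1.37 (SD, n = 4). Over both time points the log2 ratio of *Atsdr4l* to Col-0 was -0.037 (exact permutation test within time points, two-sided, p = 0.462). It ranged from -0.053 to -0.011 with each library left out, with -0.011 without *Atsdr4l-5* 1 DAI replicate 1 and -0.023 without *Atsdr4l-4* 3 DAI replicate 1, and p was at least 0.26. At 3 DAI alone the log2 ratio was -0.064 (exact permutation test, p = 0.333). Of the *Atsdr4l* libraries, only *Atsdr4l-4* replicate 2 lay above both Col-0 libraries there, and the others lay below both. Without that library the ratio at 3 DAI was -0.097 (exact permutation test, p = 0.1). The bases covered in both Col-0 libraries and in no *Atsdr4l* library added up to 227 kb at 1 DAI and 320 kb at 3 DAI. The bases covered in all 4 *Atsdr4l* libraries and in neither Col-0 library added up to 194 kb and 91.3 kb. Of the 15 ways to choose 2 of the 6 libraries, 2 gave a length as large as the 227 kb and 2 one as large as the 320 kb (exact permutation test, two-sided, p = 0.133 at each time point). With stricter peaks the time points part. Only in Col-0 at 1 DAI, the length was 189 kb with -log10 q of at least 5 (exact permutation test, p = 0.467) and 137 kb with at least 2-fold enrichment (p = 1), and at 3 DAI 305 and 277 kb (p = 0.0667 for each, the smallest possible). With all peaks, the highest value of the other choices at 1 DAI was 287 kb, for 1 *Atsdr4l-4* and 1 *Atsdr4l-5* library. At 3 DAI it was 374 kb, for 1 Col-0 and 1 *Atsdr4l-4* library. These lengths rise by construction when a library is left out. The 227 kb rose to 827 and 584 kb without Col-0 replicate 1 or 2 and to 374 kb without *Atsdr4l-4* replicate 1, and the 320 kb to 834 and 743 kb without Col-0 replicate 1 or 2 and to 775 kb without *Atsdr4l-4* replicate 2. The 194 kb rose to 551 and 432 kb without Col-0 replicate 1 or 2 and to 478 kb without *Atsdr4l-5* replicate 1. The 91.3 kb rose to 311 and 262 kb without Col-0 replicate 1 or 2, to 158 and 150 kb without *Atsdr4l-4* replicate 1 or 2, and to 139 kb without *Atsdr4l-5* replicate 1. With peaks of at least 2-fold enrichment only, the lengths at 3 DAI were 277 kb only in Col-0 and 232 kb only in *Atsdr4l*. The longest segment covered only in Col-0 was 1936 bp at 1 DAI, inside *FMO GS-OX4* (AT1G62570) on chromosome 1 from 23169446 to 23171381, and 2803 bp at 3 DAI, on chromosome 5 from 3313665 to 3316467, of which 1067 bp lie in *AIL6* (AT5G10510). The longest covered only in *Atsdr4l* was 1605 bp at 1 DAI, inside the pseudogene AT3G43825, and 1488 bp at 3 DAI, inside *GSL04* (AT3G14570). None of these longest segments overlaps a region that the paper lists as differential at the same time point. None had an AtSDR4L peak that passes the paper's filter within 1 kb.
The paper's Supplementary Table S4 lists differential regions of equal width. At 1 DAI it holds 51 regions with reduced and 195 with elevated H3K27me3 in *Atsdr4l*, and at 3 DAI 161 and 518. Most were listed for a single allele. Both alleles share 14 of the reduced and 79 of the elevated regions at 1 DAI, and 32 and 53 at 3 DAI. At 3 DAI, 109 of the reduced and 459 of the elevated regions were listed for *Atsdr4l-5* only. At 1 DAI, 112 of the elevated regions were listed for *Atsdr4l-4* only. A region was counted as called in a library when at least 50% of its bases lay in that library's peaks. Of the regions reduced at 1 DAI, 98.0% ± 2.77 (SD, n = 2) were called in Col-0 and 65.2% ± 7.40 (SD, n = 4) in *Atsdr4l*. Of those elevated at 1 DAI, 48.2% ± 6.53 (SD, n = 2) were called in Col-0 and 84.6% ± 7.96 (SD, n = 4) in *Atsdr4l*. Of the regions reduced at 3 DAI, the shares were 92.9% ± 0.439 (SD, n = 2) and 61.3% ± 8.40 (SD, n = 4). The regions elevated at 3 DAI were called in most libraries of both genotypes, in 89.1% ± 0.137 (SD, n = 2) and 96.9% ± 1.14 (SD, n = 4). In each of these comparisons every *Atsdr4l* library lay on the same side of both Col-0 libraries (exact permutation test, p = 0.0667, the smallest that 15 splits allow). The authors chose the regions on these same libraries, so the shares are not independent evidence. With peaks of at least 2-fold enrichment only, the difference at the regions reduced at 3 DAI shrank from -31.5 to -19.4 percentage points. Among the regions reduced at 1 DAI, 4 lie on chromosome 2 between 3314117 and 3497700, in sequence of which at least 98.5% also occurs in the mitochondrial genome.

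**Figure D1:**
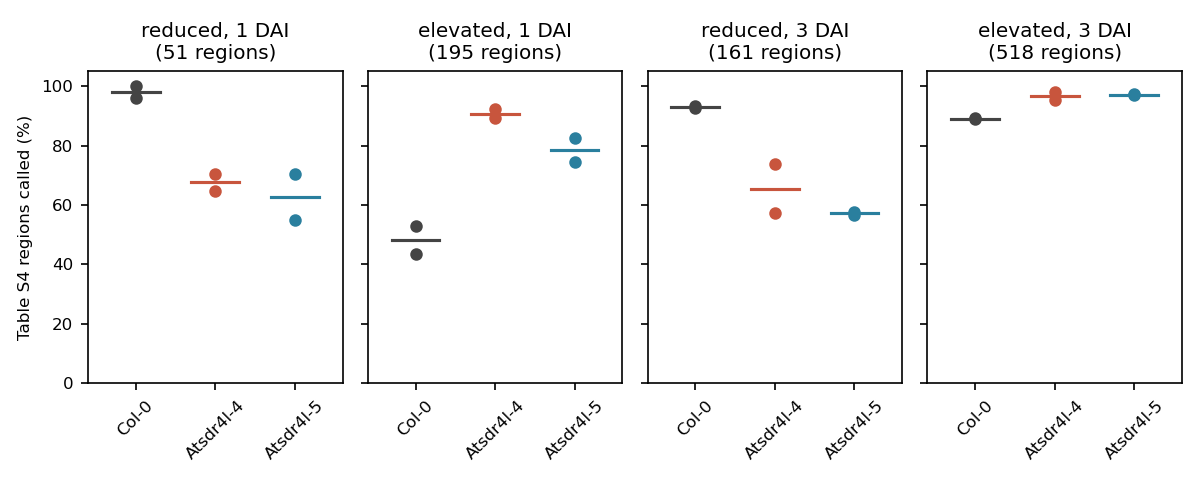
Percent of the Table S4 regions called (y axis) in each library of the time point at which the regions were found, by genotype (x axis), in 1 panel per set of regions. Points are libraries and lines are means of 2 libraries. For the regions reduced at 3 DAI, Col-0 has a mean of 92.9% and the *Atsdr4l* libraries reach at most 73.9%.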

Despite more DB regions showing elevated H3K27me3 in *Atsdr4l* mutants, AtSDR4L protein exhibits stronger binding near the sites of reduced H3K27me3 (Supplementary Fig. S2F), suggesting that loci with increased H3K27me3 in *Atsdr4l* mutants are not directly regulated by AtSDR4L. 

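AtSDR4L binding was taken from Supplementary Table S3, which lists 1487 peaks merged over 2 replicates. Of these, 382 reach the score that the paper uses as its filter. At 1 DAI, 5 of the 51 regions with reduced H3K27me3 (9.80%) had such a peak within 1 kb, against 1 of the 195 regions with elevated H3K27me3 (0.513%), an odds ratio of 21.1 (Fisher's exact test, two-sided, p = 0.00164). At 3 DAI the counts were 9 of 161 (5.59%) and 6 of 518 (1.16%), an odds ratio of 5.05 (Fisher's exact test, two-sided, p = 0.00254). Most regions of either kind therefore had no AtSDR4L peak nearby. When a peak had to overlap the region at 1 DAI, 1 of 51 and 0 of 195 regions remained (Fisher's exact test, p = 0.207), and at 3 DAI 6 of 161 and 1 of 518, an odds ratio of 20.0 (Fisher's exact test, p = 0.000929). With all 1487 peaks, the odds ratio was 8.14 at 1 DAI and 7.31 at 3 DAI. Regions are not independent replicates of plants, and the test compares sets of regions in these libraries. Most of the regions were listed for a single allele. From the stronger binding near the sites of reduced H3K27me3, the paper proposes that loci with increased H3K27me3 in *Atsdr4l* are not directly regulated by AtSDR4L.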

Interestingly, a region upstream of *ABA INSENSITIVE 3* (*ABI3*) has reduced H3K27me3 in *Atsdr4l* at 3 DAI (Fig. 2C). 

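*ABI3* (AT3G24650) lies on the plus strand of chromosome 3 from 8997370 to 9001185 in TAIR10.1. In the paper's Table S4, the region of reduced H3K27me3 spans 8992294 to 8993094, upstream of the gene, and is listed for *Atsdr4l-5* only, with an FDR of 0.0512. At 3 DAI the whole of this region lay in peaks in both Col-0 libraries. In *Atsdr4l-4*, 354 and 504 bp were covered, and in *Atsdr4l-5*, 303 and 491 bp. Within the gene, 5 kb upstream and 2 kb downstream, peaks covered 5103 and 5876 bp in Col-0, 826 and 2016 bp in *Atsdr4l-4*, and 1268 and 1634 bp in *Atsdr4l-5*. The mean difference between *Atsdr4l* and Col-0 was -4054 bp, larger than the pooled replicate SD of 598 bp (exact permutation test over 15 splits, two-sided, p = 0.0667). Most of it fell on the gene itself, of which 3764 bp ± 49.5 (SD, n = 2) were covered in Col-0 and 1023 bp ± 432 (SD, n = 4) in *Atsdr4l*. At 1 DAI no library had a peak in this window.

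**Figure D2:**
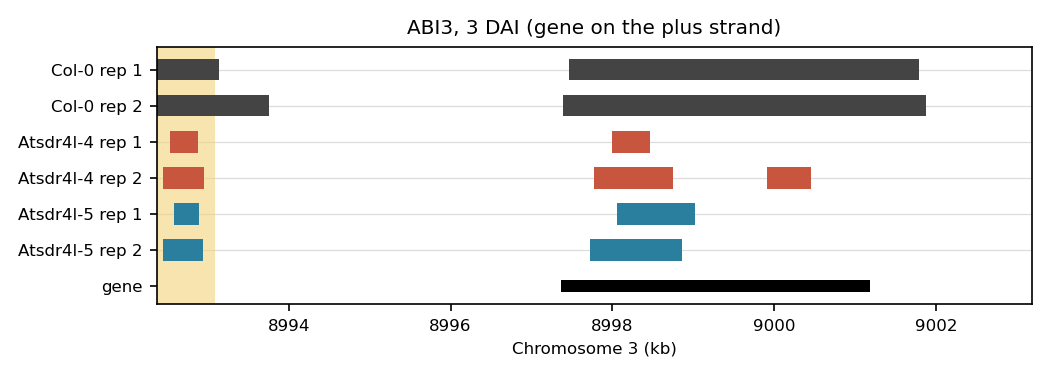
H3K27me3 peaks at *ABI3* at 3 DAI in each library (rows), along chromosome 3 in kb (x axis). Bars are called peaks, the black bar is the gene and the shaded band is the Table S4 region. The peaks over the gene cover 3729 and 3799 bp of it in Col-0 and at most 1512 bp in *Atsdr4l*.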

Previously, we reported a peak with low signal and reproducibility by inducible AtSDR4L ChIP near this H3K27me3 DB region (Wu et al. 2022). The binding is significant (*q*-value < 0.05) in both replicates of *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* lines, possibly because of strong AtSDR4L expression in 1-DAI ABA-treated seedlings (Supplementary Fig. S2B). This distal upstream region might function along with the RY motifs in the 3′UTR to regulate *ABI3* expression (Liang et al. 2022). Consistently with the inducible AtSDR4L lines, AtSDR4L in the native promoter lines binds to the upstream of *LEAFY COTYLEDON1* (*LEC1*) (Fig. 2C). However, H3K27me3 accumulates to a similar level at 1 DAI in wild-type and *Atsdr4l* seedlings (Fig. 2C), suggesting that the epigenetic regulation of *LEC1* might occur earlier in maturing seeds. Additionally, H3K27me3 is significantly (false discovery rate < 0.05) decreased at *AtSDR4L* and its paralogous loci *DIG2* and *DIL1* in the *Atsdr4l* mutants at 3 DAI (Fig. 2C). 

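*LEC1* (AT1G21970) lies on the minus strand of chromosome 1 from 7727577 to 7729649. At 1 DAI, peaks within the gene, 5 kb upstream and 2 kb downstream covered 6507 and 7979 bp in Col-0, 4967 and 4911 bp in *Atsdr4l-4*, and 4959 and 4879 bp in *Atsdr4l-5*. The mean difference was -2314 bp, against a pooled replicate SD of 602 bp (exact permutation test over 15 splits, two-sided, p = 0.0667). Upstream of the gene the genotypes were closer, with 3831 and 4093 bp covered in Col-0 and 3352 to 3869 bp in *Atsdr4l*. Over the gene itself, 1433 and 1886 bp were covered in Col-0 and 0 to 406 bp in the 4 *Atsdr4l* libraries. With peaks of -log10 q of at least 5 only, no library kept a peak over the gene. The difference over the whole window became 436 bp in favour of *Atsdr4l*, because 3 *Atsdr4l* libraries and neither Col-0 library kept the downstream peak. The -log10 q of that peak was near the threshold, at 5.04 to 5.32 where kept and at 3.97 to 4.81 in the other libraries. With peaks of at least 2-fold enrichment only, the difference over the window was -2255 bp (exact permutation test, p = 0.133). No library kept a peak over the gene there either. The difference came from the upstream peak, which fell just under this threshold in *Atsdr4l-4* replicate 1 (1.93-fold) and *Atsdr4l-5* replicate 1 (1.99-fold). In Col-0 replicate 1 it lay just above, at 2.09-fold. At 3 DAI the gene was covered over 2073 bp in both Col-0 libraries and over 1794 to 2073 bp in *Atsdr4l*. Table S4 lists no region of reduced H3K27me3 in this window. At 1 DAI the window of *ACTIN8*, the paper's reference gene in RT-qPCR, separated the genotypes in the same direction. It was covered over 904 and 1101 bp in Col-0 and over 0 to 630 bp in *Atsdr4l*. Such a separation therefore does not by itself point to a regulated gene.

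**Figure D3:**
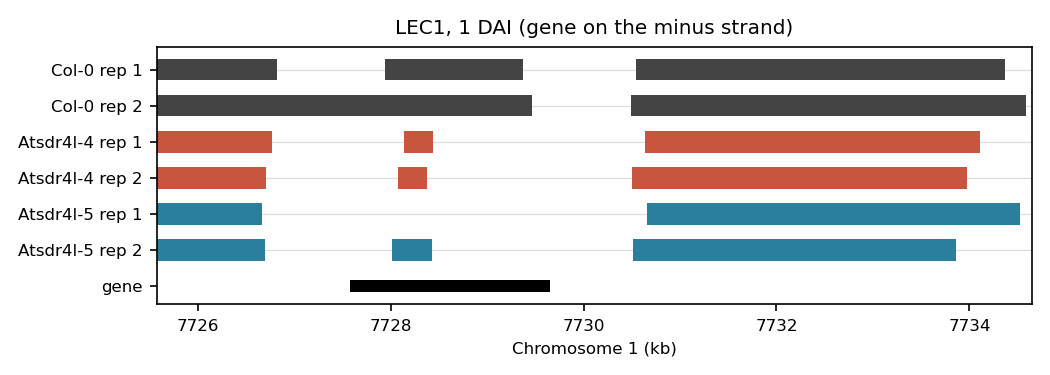
H3K27me3 peaks at *LEC1* at 1 DAI in each library (rows), along chromosome 1 in kb (x axis). Bars are called peaks and the black bar is the gene, which is transcribed from right to left. The upstream peak is present in every library, and the peaks over the gene cover 1433 and 1886 bp of it in Col-0 and at most 406 bp in *Atsdr4l*.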

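The 3 loci differed in how their peaks changed at 3 DAI. *AtSDR4L* (AT1G27461) lies on the minus strand of chromosome 1 from 9537736 to 9539027. Peaks within the gene, 5 kb upstream and 2 kb downstream covered 1214 and 1319 bp in Col-0, 0 and 682 bp in *Atsdr4l-4*, and 370 and 489 bp in *Atsdr4l-5*, a mean difference of -881 bp (exact permutation test over 15 splits, two-sided, p = 0.0667). Both alleles carry deletions in this gene, and the bases between the guide sites of *Atsdr4l-5*, 9538836 to 9538916, lie inside the Table S4 region from 9538466 to 9539266. *DIG2* (AT5G50360) lies on the minus strand of chromosome 5 from 20505089 to 20506354. Its window was covered over 3605 and 3576 bp in Col-0, 787 and 4698 bp in *Atsdr4l-4*, and 793 and 1253 bp in *Atsdr4l-5*. With 1 *Atsdr4l-4* library above both Col-0 libraries, the difference of -1708 bp was close to the pooled replicate SD of 1608 bp (exact permutation test, p = 0.4). It was -3375 bp with peaks of at least 2-fold enrichment only (exact permutation test, p = 0.0667) and -2646 bp without *Atsdr4l-4* replicate 2. *DIL1* (AT5G63350) lies on the minus strand of chromosome 5 from 25379931 to 25381317. Its window was covered over 2842 and 2845 bp in Col-0 and over 2247 to 2597 bp in the 4 *Atsdr4l* libraries, a difference of -401 bp (exact permutation test, p = 0.0667), and of -1030 bp with peaks of at least 2-fold enrichment only (exact permutation test, p = 0.4). The Table S4 region at *DIL1*, 25380488 to 25381288, lay wholly in peaks in every library, and the region at *DIG2*, 20505641 to 20506441, over at least 783 bp. At these regions a change in signal within peaks is not visible in the lengths. The paper's reported FDR is 0.0363 at *AtSDR4L*, 0.00325 at *DIG2* and 0.00436 at *DIL1*. At 1 DAI no library had a peak over any of these 3 genes.

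**Figure D4:**
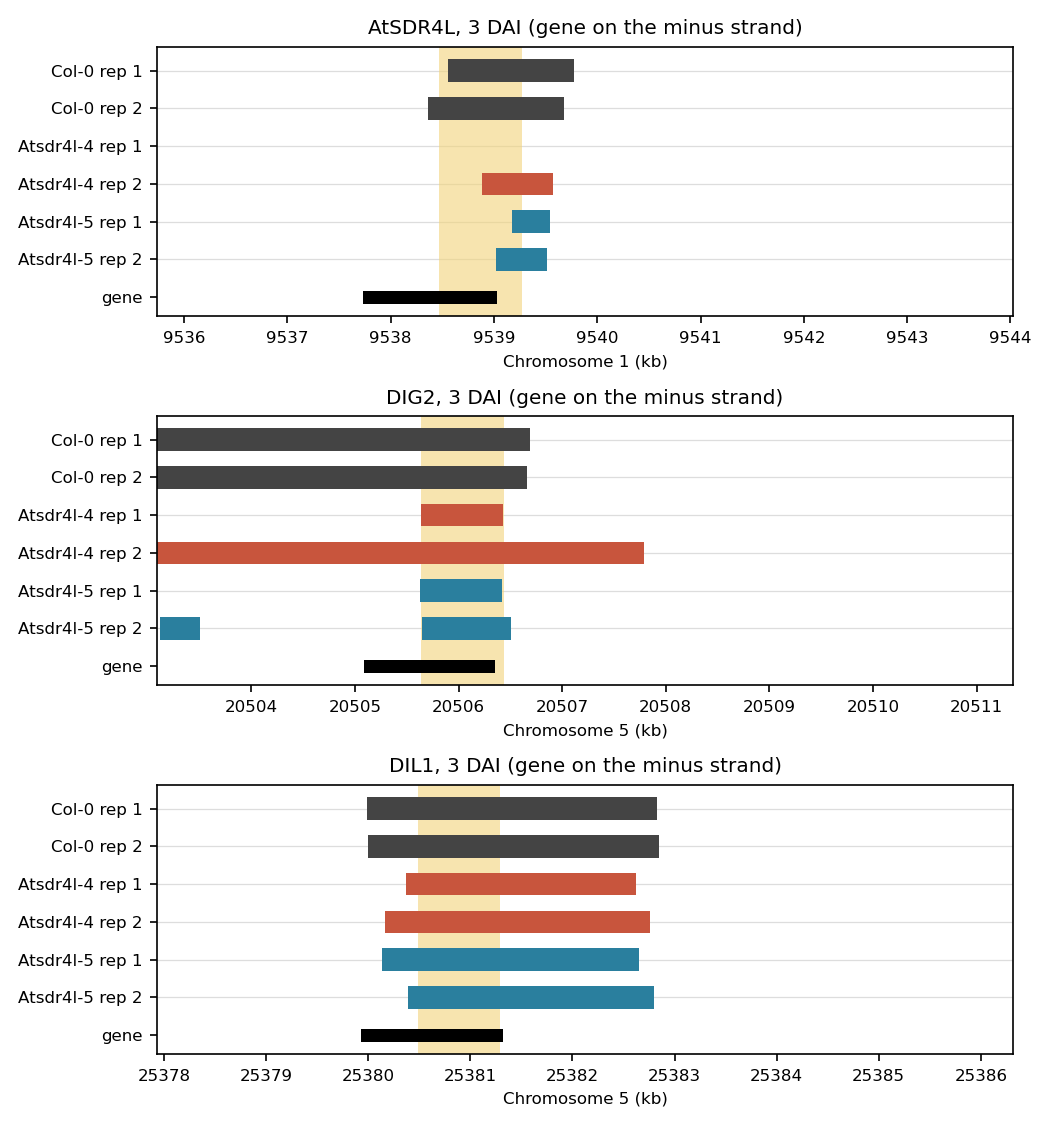
H3K27me3 peaks at *AtSDR4L*, *DIG2* and *DIL1* at 3 DAI in each library (rows), along the chromosome in kb (x axis). Bars are called peaks, black bars are the genes and shaded bands are the Table S4 regions. *Atsdr4l-4* replicate 1 has no peak at *AtSDR4L*, and *Atsdr4l-4* replicate 2 has the longest covered length at *DIG2*, 4698 bp.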

AtSDR4L peaks were identified in the native promoter lines upstream of these loci, indicating a feedback mechanism to repress these co-repressor genes in seedling establishment by AtSDR4L-mediated PRC recruitment. AtSDR4L is highly expressed in maturing and dry seeds (Cao et al. 2020; Liu et al. 2020). The expression of *LEC1* and *ABI3* is modestly altered in *val1 val2* and *Atsdr4l* maturing seeds, often by less than 5 to 10-fold (Jia et al. 2013; Zheng et al. 2022). The magnitude of derepression is substantially higher in mutant seedlings (Jia et al. 2013; Wu et al. 2022; Zheng et al. 2022). Therefore, we propose that AtSDR4L and DIG1 mark genes subject to VAL- and PRC-mediated repression in maturing and germinating seeds, prior to the massive deposition and spreading of H3K27me3 during seedling establishment (Fig. 2D).

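Between 1 and 3 DAI the length covered by H3K27me3 peaks rose from between 21.3 and 25.3 Mb in the 6 libraries of 1 DAI to between 24.9 and 28.2 Mb in the 6 libraries of 3 DAI. The log2 ratio, averaged over genotypes, was 0.17, a rise of 12.6% (exact permutation test within genotypes, two-sided, p = 0.0185). With libraries of the same replicate number paired as blocks, the exact sign-flip p was 0.0625. The log2 ratio was 0.21 in Col-0, 0.11 in *Atsdr4l-4* and 0.19 in *Atsdr4l-5*. The number of peaks rose by 3.19% (exact permutation test, p = 0.0463). Its p stayed below 0.05 without Col-0 replicate 2 of either time point, without *Atsdr4l-4* replicate 1 of 1 DAI and without *Atsdr4l-4* replicate 2 of 3 DAI, and was 0.0556 to 0.148 without any of the other 8 libraries. The log2 ratio of peak number was 0.045, and 0.27 with -log10 q of at least 5 and 0.43 with at least 2-fold enrichment (exact permutation test, p = 0.00926 for each). Peak number, width and covered length also depend on depth, which is unknown here and cannot be told apart from the time point. Organellar peaks set the time points apart too, with 5 of the 6 libraries of 1 DAI and 0 of the 6 of 3 DAI holding any. Median peak width rose by 8.25% (exact permutation test, p = 0.0648), but fell when only peaks of at least 2-fold enrichment were kept, with a log2 ratio of -0.12. The log2 ratio of width passed the threshold without *Atsdr4l-5* replicate 2 of 1 DAI (0.14, exact permutation test, p = 0.0278) and without *Atsdr4l-4* replicate 1 of 3 DAI (0.16, p = 0.00926). In Col-0, 3434 kb were covered in both libraries of 3 DAI and in neither of 1 DAI, in 6077 segments, and 77.0% of this length lay in segments that adjoin a peak of 1 DAI. The opposite, covered in both libraries of 1 DAI and in neither of 3 DAI, came to 798 kb, of which 71.8% adjoin a peak of 3 DAI. In the alleles the share next to a peak of the other time point was not higher for the gained than for the lost length (72.7% and 74.9% in *Atsdr4l-4*, 73.4% and 77.9% in *Atsdr4l-5*), so it does not show growth from existing peaks. In *Atsdr4l-4* the gained and lost lengths were 2053 and 622 kb, and in *Atsdr4l-5* 2583 and 524 kb. The paper proposes that AtSDR4L and DIG1 mark genes for repression in maturing and germinating seeds, before the deposition and spreading of H3K27me3 that it places in seedling establishment.

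**Figure D5:**
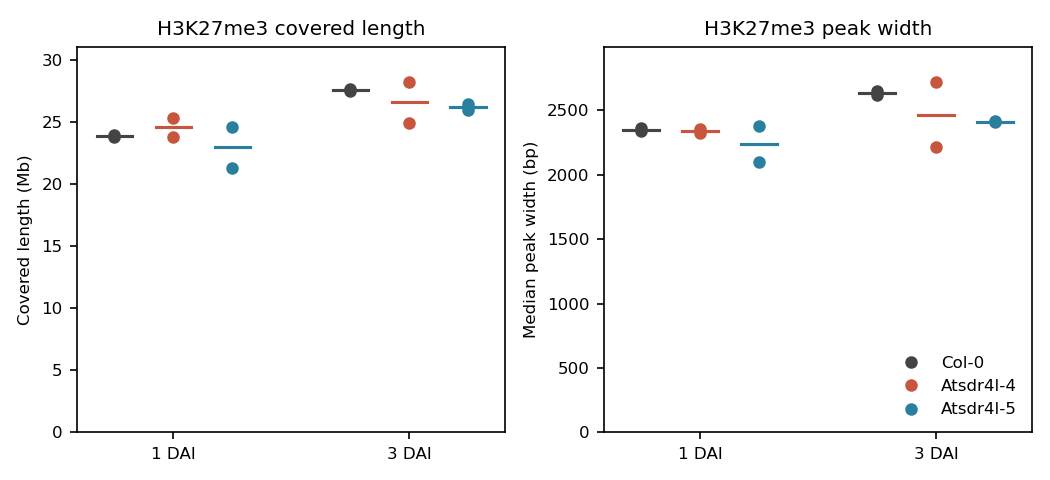
Length covered by H3K27me3 peaks in Mb (left) and median peak width in bp (right), both on the y axis, at 1 and 3 DAI (x axis) by genotype. Points are libraries and lines are means of 2 libraries. In Col-0 the covered length has a mean of 23.9 Mb at 1 DAI and 27.5 Mb at 3 DAI.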

## Supplementary Material

kiae225_Supplementary_Data

# Supplementary material for: Co-repressors AtSDR4L and DIG1 interact with transcription factor VAL2 and promote Arabidopsis seed-to-seedling transition
**Source:** Plant Physiol. 2024 Apr 23;195(4):2528–32. doi: 10.1093/plphys/kiae225
**Supplement:** kiae225_Supplementary_Data

Supplementary Data

## Co-repressors AtSDR4L and DIG1 interact with transcription factor VAL2 and promote Arabidopsis seed-to-seedling transition

## Supplementary Materials and Methods

**Plant materials and growth conditions**

Arabidopsis (*Arabidopsis thaliana*) seeds were surface sterilized and sown on 1x LS Linsmaier & Skoog (LS) medium (LSP03, Caisson Labs, Smithfield, UT, USA) supplemented with 1% (w/v) sucrose and 0.8% (w/v) plant agar. Seeds were stratified for 3 days at 4 °C, and then grown on plates for 7 to 10 days before being transferred to soil to grow under 8 h dark / 16 h light conditions at 22 °C. Both *Atsdr4l-4* and *Atsdr4l-5* carry segmental deletions in the Col-0 background. *Atsdr4l-4* contains a 101-bp deletion, and was segregated from Allele 1 of a previously reported biallelic mutant (Wu et al., 2022). 

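*AtSDR4L* (AT1G27461) is annotated in TAIR10.1 with 1 exon on the minus strand of chromosome 1 from 9537736 to 9539027, and its coding sequence spans 9537948 to 9539012 (1065 bp). The target in the forward guide oligo, ACCCATTGCACCAAAGCCC, matches the minus strand at 9538914 to 9538932, positions 81 to 99 of the coding sequence, and is followed by the PAM GGG. The target in the reverse guide oligo, CTCCTTACCTTCGTAACCTC, matches the minus strand at 9538833 to 9538852, positions 161 to 180 of the coding sequence, with the PAM TGG. Each matched chromosomes 1 to 5 at this place only. Cleavage 3 bp from each PAM would leave 81 bases between the sites, from 9538836 to 9538916. These positions come from the sequences in Table S2 and the reference, and the deletions themselves were not analysed here.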

To generate *Atsdr4l-5*, two guide RNA spacers were introduced to pHEE401E using primers listed in Table S2 following a published protocol (Wang et al., 2015). The resulting pHEE401E-AtSDR4Lsg was introduced into the *Agrobacterium tumefaciens* strain GV3101 before the transformation of wild-type Col-0 using the floral dip method (Clough and Bent, 1998). T1 plants of *pHEE401E-AtSDR4Lsg* were selected on LS medium supplemented with 25 µg/mL Hygromycin B (H-270-1, GoldBio, USA). A mutant line carrying a 80-bp deletion was identified and backcrossed with wild-type Col-0. The zCas9-free BC1F2 lines of *Atsdr4l-5* were bulked for physiological characterization and histone ChIP. The physiological characterization was performed for 3 biological replicates as previously described (Wu et al., 2022). In brief, *Atsdr4l-5* and Col-0 seeds were after-ripened for 10 weeks. The seeds were then either stratified at 4 °C in dark for 3 days or directly sowed on 1X LS medium supplemented either with or without 1% (w/v) sucrose. Six-day-old seedlings were scored for embryonic traits.

To generate the *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* lines, a 1270-bp *AtSDR4L* native promoter, *AtSDR4L* coding sequence with an N-terminal 3xHA tag and a C-terminal 3xFLAG tag, and a pCAMBIA1300 vector linearized by EcoRI and PstI were assembled using the NEBuilder® HiFi DNA Assembly Master Mix following the manufacturer’s instructions (E2621S, NEB, Ipswich, MA, USA). The resulting pCAMBIA1300-AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG was transformed into NEB 10-beta Chemically Competent *Escherichia. coli* (C3019H, NEB, Ipswich, MA, USA), and then introduced into the *A. tumefaciens* strain C58 before the transformation of *Atsdr4l-4* by floral dip. Transgenic lines were selected on LS medium supplemented with 25 µg/mL Hygromycin B. The lines carrying a single-positioned insertion were identified by Chi-squared test, and homozygous lines at the T4 generation were used for western blotting and ChIP-seq. Primers used for the cloning and validation of *Atsdr4l* mutants and the *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* transgenic lines are listed in Table S2.

**Yeast two-hybrid assay**

Coding sequences for DIG1 and AtSDR4L were cloned into a pENTR/D-TOPO vector and subsequently transferred into the pDEST32 vector using Gateway™ LR Clonase™ II Enzyme mix according to the manufacturer’s instructions (11791020, Thermo Fisher Scientific, Waltham, MA, USA). A list of candidate prey genes consisting of PRC core and accessory proteins was generated, and the corresponding pDEST22 or pDEST-AD clones were ordered from the ABRC (Table S1). Protein structures of DIG1 and AtSDR4L were predicted by AlphaFold (Jumper et al., 2021) and later by AlphaFold2 using the MMseqs2 algorithm (ColabFold v1.5.5) (Mirdita et al., 2022). The program was run under the following default parameters: msa_mode of "mmseqs2_uniref_env" and pair_mode of "unpaired_paired". Resulting top-ranked protein structures were visualized using PyMOL™ 2.5.7. All plasmids for the truncations of AtSDR4L, DIG1, and VAL2 were generated by the amplification of the desired fragments using primers listed in Table S2, and the subsequent ligation into the pDEST22 or pDEST32 vector through the NotI and AscI sites. Bait and prey plasmids were transformed into yeast (*Saccharomyces cerevisiae)* Y2HGold competent cells. Transformants were selected on double drop-out (DDO) media lacking Leu and Trp (-LW). Independent colonies were suspended in liquid DDO media and incubated overnight at 30°C. The cultures were then centrifuged and resuspended in sterile water, adjusting to an OD600 of 1.0. For the selection plates, 5 µL of undiluted, 1:10 (v/v) dilution, and 1:100 (v/v) dilution were used. When testing for the protein-protein interaction, the transformed yeast was grown on triple drop-out (TDO) media lacking Leu, Trp, and His (-LWH). 3-amino-1,2,4-triazole (3-AT) was added to the TDO media at a gradient of concentrations such as 0 mM, 0.1 mM, and 1 mM. Yeast plated on DDO and TDO plates were scanned after 2 days and 4 days of incubation, respectively.

**Bimolecular fluorescence complementation (BiFC) assay**

Full-length or truncated VAL2 coding sequence without a stop codon and full-length DIG1 coding sequence with a stop codon were PCR amplified using the primers listed in Table S2 and cloned into a NotI- and AscII-linearized pENTR™/D-TOPO™ plasmid (K240020, Thermo Fisher Scientific, Waltham, MA, USA) using the NEBuilder® HiFi DNA Assembly Master Mix (E2621S, NEB, Ipswich, MA, USA) to generate the entry clones, which were subsequently recombined using the Gateway™ LR Clonase™ II Enzyme mix (11791020, Thermo Fisher Scientific, Waltham, MA, USA) into the destination vectors to make *pUB-VAL2-nYFP-Dest*, *pUB-nVAL2-nYFP-Dest*, and *pUB-cYFP-DIG1-Dest* that drive the expression of the fusion proteins with the UBQ10 promoter. *Nicotiana benthamiana* seeds were stratified for 3 days at 4 °C, sown in soil, and grown under long-day (8-h dark / 16-h light) conditions at 22 °C for more than 5 weeks before injection. For BiFC, *A. tumefaciens* strain GV3101was transformed with the pUB plasmids, incubated overnight at 30 ºC with gentle shaking at 200 rpm in 4 mL LB medium containing gentamicin (25 µg / mL), rifampin (25 µg / mL), and kanamycin (50 µg / mL). Cells were pelleted at 4,000 rpm for 6 minutes at room temperature. After the removal of supernatant, the cells were gently resuspended in 1 mL of 10 mM MgCl_2_ and centrifuged in a 1.5 mL microcentrifuge tube at 5,000 rpm at room temperature for 4 minutes. After repeating the centrifugation and resuspension steps, 100 μL of each resuspended sample was diluted to an O.D.600 value 0.4. Diluted *A. tumefaciens* containing the nYFP and cYFP plasmids were mixed at a 1:1 (v/v) ratio, and gently infiltrated using 1 mL syringes without a needle into the underside of *N. benthamiana* leaves. The injected leaves were incubated at 22 °C in darkness for 2 days. Yellow fluorescent protein signal was captured utilizing the Olympus FV1000 multiphoton confocal laser-scanning microscope with Olympus Fluoview software (FV10-ASW2) at the UBC Bioimaging Facility. The images were acquired using a 30X UPLSAPO (1.05 N.A.) objective lens, a 514-nm laser for YFP excitation, and an emission range of 530 nm – 630 nm for signal capture. Imaging was carried out under “Analog” mode of photomultiplier tube (PMT) with a PMT gain at 1.0 and offset at 6. Raw images were further cropped by ImageJ 2.1.0 (Schneider et al., 2012).

**RT-qPCR**

Wild-type Col-0 seeds were surface sterilized by 50% (v/v) bleach and cold stratified at 4 °C for 3 days, and then plated on 1X LS medium for 38, and 70 hours. Germinating seeds from each time point was incubated in 5 uM abscisic acid (ABA) or mock solution for 5 hours on agar plates before harvest. Total RNA was extracted from Col-0 dry seeds and ABA- or mock-treated seedlings using the Spectrum™ Plant Total RNA Kit (STRN50, MilliporeSigma, Burlington, MA, USA). DNase I treatment was carried out on RNA samples to remove remnant genomic DNA (AM1907, TURBO DNA-free™ Kit, Thermo Fisher Scientific, Waltham, MA, USA). Subsequently, cDNA was synthesized using Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA, EP0752). PCR was performed using the PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA, A25742) in a QuantStudio™ 3 System (Thermo Fisher Scientific, Waltham, MA, USA) with 3 biological replicates. Fold change was calculated using the ΔΔCT approach using *ACTIN8* as the endogenous control for normalization. Error bars are computed as mean value +/- standard error of the mean (SEM) from 3 biological replicates.

**Western blotting**

For the Arabidopsis samples, *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* and *Atsdr4l-4* seeds were surface sterilized by 50% (v/v) bleach and cold stratified at 4 °C for 3 days, and then plated on 1X LS medium for 38, 46, 70, and 94 hours. Germinating seeds from each time point were incubated in 5 uM ABA or mock solution for 5 hours on the agar plates before harvest. Proteins were extracted from *AtSDR4Lpro::3xHA-AtSDR4L-3xFLAG* transgenic samples and *Atsdr4l-4* mutants in 2X LDS buffer (NP0008, Thermo Fisher Scientific, Waltham, MA, USA) with 10 mM Dithiothreitol (DTT10, Gold Biotechnology, St Louis, MO, USA) and 1% (v/v) protease inhibitor (P9599, MilliporeSigma, Burlington, Massachusetts, USA).

For the *N. benthamiana* samples, *A. tumefaciens* hosting binary vectors of *pCAMBIA1300-35Spro-3HA-DIG1*, *pCAMBIA1300-35Spro-3HA-AtSDR4L*, *pCAMBIA1300-35Spro-VAL2-3FLAG*, *pCAMBIA1300-35Spro-nVAL2-3FLAG*, and *pCAMBIA1300-35Spro-eYFP-NLS-3FLAG* (generated using primers listed in Table S2) were injected into 2 replicates of the *N. benthamiana* leaves in the presence or absence of RNA silencing suppressor p19 following the same procedure as described in the BiFC assay. Approximately 30 mg of *N. benthamiana* leaves were collected and placed in a 1.5 mL microcentrifuge tube along with a metal bead. The tubes were frozen immediately by liquid nitrogen, and loaded onto adaptors that were prechilled at -20 °C. Subsequently, the samples were homogenized using a TissueLyser (Qiagen, Hilden, Germany) at the oscillation frequency of 30 Hz for 30 seconds. Homogenized powder was rapidly spinned at 4 °C, and mixed by vortexing with 80 μL of the lysis buffer consisting of 2x NuPAGE™ LDS sample buffer (NP0008, Thermo Fisher Scientific, Waltham, MA, USA) and 3% β-Mercaptoethanol (MilliporeSigma, Burlington, Massachusetts, USA). The lysate was incubated at 70 °C for 10 minutes, spinned at maximum speed for 2-3 minutes, and the supernatant was used for western blotting.

Lysed samples were subsequently resolved in 4 to 12% Bis‐Tris gel (NP0322, Thermo Fisher Scientific, Waltham, MA, USA) and transferred to a polyvinylidene fluoride membrane (162-0177, BioRad, Hercules, CA, USA). The membrane was incubated with the primary anti‐HA antibody (C29F4, 1:1000 v/v dilution, CST, Danvers, MA, USA), anti-FLAG (1804, 1:2000 v/v dilution, MilliporeSigma, Burlington, Massachusetts, USA), or anti‐H3 antibody (ab1791, 1:10000 v/v dilution, Abcam, Cambridge, UK), at 4 °C overnight. Incubation with the secondary antibody was performed at room temperature for 1 hour using horseradish peroxidase‐linked anti‐rabbit IgG (7074, 1:10000 v/v dilution, CST, Danvers, MA, USA) or anti-mouse IgG (7076, 1:10000 v/v dilution, CST, Danvers, MA, USA). Clarity Max Western ECL Substrate (1705062, BioRad, Hercules, CA, USA) or SuperSignal™ West Atto Ultimate Sensitivity Substrate (A38555, Thermo Fisher Scientific, Waltham, MA, USA) was incubated with the membrane for 5 minutes at room temperature for visualization under 425 nm wavelength in a ChemiDoc™ Touch Imaging System (BioRad, Hercules, CA, USA).

**Chromatin immunoprecipitation sequencing**

How the deposited data were processed for this re-analysis (not part of the article)

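H3K27me3 was measured by ChIP-seq in 12 libraries, from Col-0, *Atsdr4l-4* and *Atsdr4l-5* seedlings at 1 and 3 DAI with 2 replicates each, grown on medium with 1% sucrose. The paper's methods state that the authors trimmed the reads with fastp, aligned them to TAIR10 with Bowtie 2, kept alignments above a mapping quality threshold with Samtools, and called broad peaks with MACS2 in each library against the joined mock IgG controls. The mock IgG libraries themselves were not used here. The deposited lists give for each peak the authors' fold enrichment, a linear ratio of pileup to local background, and the authors' -log10 of the p and q values, all averaged over the peak by MACS2. The score the authors deposited was tested to lie within 1 of 10 times the -log10 q in every row. The lists hold no counts, so depth per library is unknown, and the number of libraries is what limits the precision. A peak list also depends on depth, since a deeper library can give more and wider peaks.

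From these lists the number of peaks on chromosomes 1 to 5, their median width and the length they cover were computed in each library, along with the bases covered in one group of libraries and not in another. The libraries were taken by genotype and time point from their labels, and both alleles were joined as *Atsdr4l*. The paper compared each allele with Col-0 and then joined the regions found. Chloroplast and mitochondrial peaks were left out except where stated. Peak positions were compared with TAIR10.1, whose chromosome lengths hold every peak. Regions of differential H3K27me3 and AtSDR4L peaks were read from the paper's Tables S4 and S3, and a region counted as called where peaks covered at least 50% of it.

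Time points were compared by an exact permutation of the time labels within each genotype (216 relabellings, smallest p 0.00926), and genotypes over both time points by an exact permutation within each time point (225 relabellings, smallest p 0.00444). Within a time point there are 15 splits and the smallest p is 0.0667. All of these tests are two-sided. For the lengths covered in one group only, the two-sided p counts splits as far from the mean of all splits as the real one, and the number of splits with a length as large is given beside it. Sets of regions were compared with Fisher's exact test. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. On simulated peak lists, 100% of the planted length specific to a group was recovered. A simulated peak had the same edges in every library that held it. The simulation therefore checks the computation only, not the effect of peak edges that differ between libraries. The permutation test over 216 relabellings gave p below 0.05 in 4.45% of 2000 simulations without an effect, and in 84.8% of 500 simulations with a shift of 2 replicate SD.

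The loci named are those for which the paper states H3K27me3 (*LEC1*, *ABI3*, *AtSDR4L*, *DIG2* and *DIL1*), the others in its list of accession numbers, and the 3 longest segments covered only in Col-0 or only in *Atsdr4l* at each time point, of which the longest is described. This rule, the tests and the alternatives were fixed before the data were examined, except as follows. The paper, its figures and its supplementary tables, among them Tables S3 and S4, had been read when they were written. The form of the two-sided p for the lengths covered in one group only was chosen after the one-sided counts had been seen. Some tests of the additional observations were chosen after their results, or part of them, had been seen, and are named there. The length gained between time points, and the rule that measures the spread of the lengths covered in one group only by the SD over single libraries, were chosen after the data were seen. The alternatives were stricter thresholds on -log10 q, fold enrichment and width, equal numbers of peaks per library, joined peaks, organellar peaks included, each library left out, single alleles, other windows and other distances. ChIP-seq of AtSDR4L, DIG1, DIG2, VAL1 and VAL2 was not analysed here beyond the peaks of Table S3.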

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

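In this part, the test of the covered length of the library that stands out at *DIG2* was chosen after that result was seen. The other tests were set before their results were seen.

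Organellar peaks were present in 5 of the 6 libraries of 1 DAI and in 0 of the 6 libraries of 3 DAI. The 5 libraries had 13 to 23 mitochondrial peaks covering 12.9 to 108 kb, and 2 to 4 chloroplast peaks covering 99.7 to 102 kb. The remaining library, *Atsdr4l-4* 1 DAI replicate 1, had 0 chloroplast and 0 mitochondrial peaks, and stood apart from the other *Atsdr4l* libraries of 1 DAI, which had 2 chloroplast peaks each. If it were a library of 3 DAI carrying the wrong label, it would share more covered bases with the libraries of 3 DAI. Its mean Jaccard index was 0.752 with those and 0.830 with the other libraries of 1 DAI, and its highest value with a library of 3 DAI (0.766) was below its lowest with a library of 1 DAI (0.788), which argues against that. A different amount of organellar DNA in the chromatin and a different depth stay open, since no read counts were used and the time points are not separated from any batch. No biological explanation was tested.

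Organellar reads bear on part of Table S4. The 4 regions it lists as reduced in *Atsdr4l-4* at 1 DAI on chromosome 2 between 3314117 and 3497700 lie in a stretch that resembles the mitochondrial genome. Of the bases of chromosome 2 in the window around them, 67.4% lie in 31-mers of the mitochondrial genome, and in the stretch from 3240001 to 3510000 99.4% do, against at most 0.008% in 3 comparison windows of chromosome 2. In this stretch peaks covered 19779 and 15170 bp in the Col-0 libraries of 1 DAI, 1802 and 5559 bp in *Atsdr4l-4*, and 24941 and 5867 bp in *Atsdr4l-5*. At 3 DAI no library had a peak there. These values are consistent with reads from the mitochondrial genome as a source of the signal in these 4 regions. A loss of H3K27me3 there cannot be excluded, because the files do not tell the origin of a read. The paper's methods remove organellar regions in the comparison of VAL1 with VAL2 and name the same method for H3K27me3, and whether that step was included there is not given in the sources used here.

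*Atsdr4l-4* 3 DAI replicate 2 stood apart from the other *Atsdr4l* libraries of 3 DAI in 2 measures. It called 73.9% of the Table S4 regions reduced at 3 DAI, and it covered 4698 bp at the *DIG2* locus, where the others covered 787 to 1253 bp. A candidate explanation is that this library calls more everywhere, and its covered length on chromosomes 1 to 5, 28.2 Mb, was the highest of the *Atsdr4l* libraries of 3 DAI. Against it, the library had the fewest peaks of these 4 (6624, the others 6852 to 7068), though the widest by median (2720 bp), and called the lowest share of the regions elevated at 3 DAI (95.4%), where all are near saturation. The covered length had been seen before the test was chosen and comes from 1 library, so a higher yield and a difference between seedlings cannot be told apart. Without this library the difference at *DIG2* was -2646 bp, against -1708 bp with it. Among 17 groups of 4 libraries tested, 3 had a library this far out, where chance gives about 1 in 20, and the measures are not independent.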

How the results depend on the processing

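All alternatives were set before the data were examined, except the narrower backgrounds named among the other observations. They were also applied to the length gained between time points, which was chosen after the data were seen. The SD rule for the lengths covered in one group only was chosen after that as well. Over 308 values under alternatives, 250 were counted as unchanged. Where the main p was below 0.05, this means the same direction and side of the threshold, whatever the size of the shift. For the other results it also means a shift of less than the replicate SD. Of these other results, 40 values moved further than that SD. In all, 9 values lost and 4 gained p below 0.05, and 5 changed direction. The count leaves out 2 alternatives in which no odds ratio can be given and p was no longer below 0.05, described at the end. Within a time point the smallest p is 0.0667, so those values could not cross 0.05. Lengths covered in one group only cannot change sign, and joining peaks closer than 500 bp changed no value. For such values the count does not measure stability. The cause of a change was not tested except where stated.

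The log2 ratio of covered length between 3 and 1 DAI ranged from 0.16 to 0.39 over the alternatives and from 0.14 to 0.21 with each library left out, with p at most 0.0370 in these 12 cases. Taking libraries with the same replicate number as pairs (a replicate block) left the value at 0.17 with an exact sign-flip p of 0.0625. Whether the numbers mark pairs is not given in the sources used here, and the values do not settle it: in covered length, replicate 1 was above its group mean in 1 of 3 genotypes at 1 DAI and in 0 of 3 at 3 DAI. Of the 5 other ratios for which a block was computed, none changed its call. The log2 ratio of peak number rose to 0.27 with -log10 q of at least 5 and to 0.43 with at least 2-fold enrichment. It was 0.030 to 0.061 with each library left out and lost p below 0.05 in 8 of 12 cases (highest p 0.148, without *Atsdr4l-4* 1 DAI replicate 2, where the ratio was 0.035). The log2 ratio of median width reversed to -0.087 with -log10 q of at least 5 and to -0.12 with at least 2-fold enrichment. It passed the threshold with peaks of at least 500 bp (0.12, exact permutation test, p = 0.0463) and with equal numbers of peaks (0.17, p = 0.0185). With each library left out it was 0.065 to 0.16, and it also passed without *Atsdr4l-5* 1 DAI replicate 2 (0.14) and without *Atsdr4l-4* 3 DAI replicate 1 (0.16).

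The log2 ratio of covered length between *Atsdr4l* and Col-0 over both time points was -0.066 to -0.0073 over the alternatives and -0.053 to -0.011 with each library left out. At 1 DAI this ratio, -0.0098, changed sign for *Atsdr4l-4* alone (0.040) and without *Atsdr4l-5* 1 DAI replicate 1 (0.041), and ranged from -0.042 to 0.041 with each library left out. At 3 DAI the ratio was -0.064, and -0.097 to -0.037 with each library left out. The lengths covered in one group only rise by construction when fewer libraries are required. Only in Col-0 at 1 DAI, it was 422 kb against *Atsdr4l-4* alone, 573 kb against *Atsdr4l-5* alone, and 268 to 827 kb with each library left out. At 3 DAI these lengths were 581 kb, 954 kb, and 367 to 834 kb. Only in *Atsdr4l* at 1 DAI, it was 748 kb for *Atsdr4l-4* alone and 224 to 551 kb with each library left out, and at 3 DAI 232 kb with at least 2-fold enrichment and 135 to 311 kb with each library left out.

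For the percent of Table S4 regions called, *Atsdr4l* minus Col-0, no alternative changed the direction. With at least 2-fold enrichment the differences were -19.1 (reduced, 1 DAI), 17.2 (elevated, 1 DAI), -19.4 (reduced, 3 DAI) and 13.5 (elevated, 3 DAI) percentage points. With -log10 q of at least 5 they were 24.4 (elevated, 1 DAI), -22.8 (reduced, 3 DAI) and 9.22 (elevated, 3 DAI). With the whole region required they were 24.4, -22.2 and 6.13 for the same sets. For the regions shared by both alleles they were -46.4 (reduced, 1 DAI), 48.1 (elevated, 1 DAI), -25.8 (reduced, 3 DAI) and 32.5 (elevated, 3 DAI).

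At *LEC1* the difference of -2314 bp became 436 bp with -log10 q of at least 5. There the downstream peak was kept in 3 *Atsdr4l* libraries and in neither Col-0 library. With at least 2-fold enrichment it was -2255 bp, because the upstream peak fell just under this threshold in *Atsdr4l-4* replicate 1 and *Atsdr4l-5* replicate 1. It was -3050 to -1578 bp with each library left out. At *ABI3* it was -4713 bp with -log10 q of at least 5, -5248 bp with at least 2-fold enrichment, -3390 bp with 3 kb upstream and 1 kb downstream, and -388 bp in the Table S4 region alone. At *AtSDR4L* it was -1267 bp with either threshold and -577 bp in the region. At *DIG2* it was -3375 bp with at least 2-fold enrichment and -10 bp in the region. At *DIL1* it was -1030 bp with at least 2-fold enrichment and 0 bp in the region. The regions are shorter than the windows, which bounds these values.

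The odds ratio of an AtSDR4L peak near reduced regions at 3 DAI stayed between 3.10 and 20.0 with p below 0.05. At 1 DAI it was 7.07 to 20.7 in 3 alternatives. In 2 others no elevated region had a peak, so that no ratio can be given and p was above 0.05: with overlap required, 1 of 51 against 0 of 195 regions (Fisher's exact test, p = 0.207), and among regions within 1 kb of a gene start, 2 of 33 against 0 of 112 (Fisher's exact test, p = 0.0506). Depth limits all of these values in a way the lists do not show, since a weak peak can be missed in a shallower library.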

Differences from the paper's values

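The paper describes H3K27me3 at *LEC1* at 1 DAI as alike in wild type and *Atsdr4l*. In the peak lists, the length covered in the window of the gene was lower in every *Atsdr4l* library than in both Col-0 libraries, with a mean difference of -2314 bp. The upstream peak was called in every library, with 3962 bp covered on average in Col-0 and 3542 bp in *Atsdr4l*, and most of the difference came from the gene itself (1433 and 1886 bp against at most 406 bp). With peaks of -log10 q of at least 5 only, an alternative set before the data were examined, no library kept a peak over the gene and the difference was 436 bp in the other direction, through the downstream peak, and Table S4 lists no reduced region in this window. With peaks of at least 2-fold enrichment only, the difference was -2255 bp, through the upstream peak. Every *Atsdr4l* library also lay below both Col-0 libraries at *ACTIN8* at 1 DAI, so such a separation is not particular to *LEC1*. The paper describes the level of signal, and a covered length is another measure.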

Other observations

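Of the tests in this part, those of the regions reduced at 3 DAI and not yet called at 1 DAI with their 2 narrower backgrounds, of the regions elevated in both alleles, of the regions reduced at 1 DAI and of the yield behind *LEC1* were chosen after their results, or part of them, had been seen. The others were set before their results were seen.

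The longer covered length at 3 DAI could come from the depth of the libraries. With the same number of top-ranked peaks taken from every library, the log2 ratio of 3 DAI to 1 DAI was 0.16 (exact permutation test, p = 0.0185), so a larger number of peaks alone does not explain it. Deeper libraries can also give wider peaks, and depth and time point cannot be told apart without read counts.

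A hypothesis for the regions of Table S4 is a delay in development of the mutants, in which *Atsdr4l* at 3 DAI resembles an earlier stage of Col-0. Of the 142 regions reduced at 3 DAI that were called in both Col-0 libraries of 3 DAI, 70.4% were not called in either Col-0 library of 1 DAI. The share was 14.8% among 2000 random windows of the same width in Col-0 peaks of 3 DAI and 27.7% among the 404 of them in peaks below the median -log10 p (Fisher's exact test, odds ratio 6.21, p = 6.44e-19). It was 22.4% with the random windows weighted to the peak ranks of the regions, and without the regions at *ABI3*, *AtSDR4L*, *DIG2* and *DIL1*, whose peaks had been seen, 69.6% of 138 regions were not called. A delay predicts such values, but the regions were chosen for a high signal in Col-0 at 3 DAI, which by itself would lower their share at 1 DAI, and H3K27me3 newly deposited between the time points with the help of AtSDR4L would lower it as well, so these cannot be told apart. For the regions elevated at 3 DAI the values are mixed. The share called in Col-0 was 0.483 percentage points higher at 1 DAI than at 3 DAI over all 518 of them, where almost all are called. It was 23.6 points higher among the 53 that Table S4 lists for both alleles. Among the 459 listed for *Atsdr4l-5* only it was lower, with 91.3% ± 2.16 (SD, n = 2) at 1 DAI and 93.6% ± 0.462 (SD, n = 2) at 3 DAI. The elevated regions were chosen for a low signal in Col-0 at 3 DAI, which alone would give a higher share at 1 DAI. None of these values therefore decides on a delay. At the regions reduced at 1 DAI, the difference between *Atsdr4l* and Col-0 was -32.8 percentage points at 1 DAI and -3.92 at 3 DAI, which selection of the regions at 1 DAI would give too.

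The regions reduced at 3 DAI were also looked up in the libraries of 1 DAI, which did not enter their selection, under the hypothesis that the same plants' lines differ at 1 DAI too. They were called in 21.7% ± 4.39 (SD, n = 2) in Col-0 and 14.4% ± 3.14 (SD, n = 4) in *Atsdr4l*, a difference of -7.30 percentage points (exact permutation test over 15 splits, p = 0.0667). Every *Atsdr4l* library was below both Col-0 libraries, but 15 splits cannot exclude chance.

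A general lag of the mutants was tested on the bases gained between 1 and 3 DAI. Of the bases gained in a Col-0 library of 3 DAI over both Col-0 libraries of 1 DAI, the other Col-0 library covered 76.9% and the *Atsdr4l* libraries 51.6 to 70.1%, so that 4 of 4 lay below. This test cannot decide, because the bases were chosen in Col-0 and libraries of a genotype may share them for other reasons, and because bases already covered at 1 DAI were near saturation (98.0% and 97.2%). The reverse was therefore computed. Of the bases gained in an *Atsdr4l* library over both libraries of its allele at 1 DAI, the other library of the allele covered 67.8% on average and the Col-0 libraries 79.4%, a difference of -11.5 percentage points. Col-0 covered more in each of these comparisons, which is what a lag predicts. The bases had to be absent from the allele at 1 DAI, but not from Col-0 at 1 DAI. A difference between the genotypes that was already there at 1 DAI would give such values too, so this test does not decide either. A higher yield of the Col-0 libraries of 3 DAI stays open. They covered 27.5 Mb on average and *Atsdr4l* 26.4 Mb, although *Atsdr4l-4* replicate 2, with 28.2 Mb, covered 78.7% of the bases gained in its partner and the Col-0 libraries 82.0 and 86.0%.

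Segments of at least 200 bp covered only in Col-0 were compared with AtSDR4L peaks in the same way as the regions of Table S4, under the hypothesis of H3K27me3 that depends on AtSDR4L. At 1 DAI, 10 of 303 had an AtSDR4L peak within 1 kb, against 1 of 281 covered only in *Atsdr4l* (Fisher's exact test, p = 0.0116). At 3 DAI the counts were 8 of 385 and 4 of 134, an odds ratio of 0.690 (Fisher's exact test, p = 0.517). The result at 3 DAI goes the other way from the one at the regions of Table S4, on few segments, and decides nothing.

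Motifs were counted in the regions of Table S4. At 3 DAI the G-box CACGTG occurred in 24.8% of the reduced and 17.6% of the elevated regions, an odds ratio of 1.55 (Fisher's exact test, p = 0.0514), and in 10.7% of random windows. The RY element CATGCA occurred in 48.4% and 39.8%, an odds ratio of 1.42 (Fisher's exact test, p = 0.0550). Over the 4 tests of reduced against elevated regions the Benjamini-Hochberg adjusted p of both was 0.110, and at 1 DAI neither motif was more frequent in the reduced regions. The reduced regions of 3 DAI held more G-boxes than random windows (Fisher's exact test, p = 1.32e-06), but so did the elevated ones by their share, and those of 1 DAI did not (5.88% against 8.25%, Fisher's exact test, p = 0.795). For the RY element the reduced regions of 3 DAI stood at 48.4% against 38.2% of random windows (Fisher's exact test, odds ratio 1.52, p = 0.0116) and those of 1 DAI at 37.3% against 36.4% (Fisher's exact test, p = 0.884). As the excess over the elevated regions did not pass the threshold, whether reduced regions carry either motif more often than elevated ones stays open. Most of these regions had no AtSDR4L peak nearby, so the counts do not test the motifs of AtSDR4L or VAL binding sites. For binding sites, the paper reports enrichment of the G-box at AtSDR4L and DIG1 targets and in VAL2-preferred regions. It reports enrichment of the RY motif in VAL1-preferred regions.

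The deletions in the mutants remove sequence at the *AtSDR4L* locus and could reduce the peak there by themselves. Of the 438 bp covered in both Col-0 libraries of 3 DAI and in no *Atsdr4l* library, 108 bp lay farther from the bases between the guide sites than 279 bp. The farthest lay 759 bp away. The 279 bp are the largest of the narrowest peak widths of the 6 libraries of 3 DAI, taken in place of a fragment length. The guide sites are those of *Atsdr4l-5*, and the deletion of *Atsdr4l-4* was not placed. As fragment lengths are not known, this does not exclude the deletions as the cause.

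At *LEC1*, a lower yield of the Atsdr4l libraries of 1 DAI would lower the covered length everywhere. Of the 4 *Atsdr4l* libraries, 2 covered more of chromosomes 1 to 5 than both Col-0 libraries, and both covered less of the gene, which argues against yield as the cause. With peaks of -log10 q of at least 5 only, no library kept a peak over the gene, so the difference there rests on peaks below that threshold.

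The difference between *Atsdr4l* and Col-0 was not shown to change between time points for covered length (exact permutation test, p = 0.596), median width (p = 0.600) or peak number (p = 0.569). Of the loci in the paper's accession list for which it states no H3K27me3, the covered length at *DIG1* was 3218 bp ± 1491 (SD, n = 2) in Col-0 and 915 bp ± 925 (SD, n = 4) in *Atsdr4l* at 1 DAI, all of it upstream of the gene, with 1 *Atsdr4l-5* library (2177 bp) above the lower Col-0 library (2163 bp). *ACTIN8* showed a drop of this kind too, from 904 and 1101 bp in Col-0 to between 0 and 630 bp in *Atsdr4l* at 1 DAI, so a lower covered length in a single window does not by itself point to a regulated gene. At 1 DAI *DIL3* was covered over 7168 and 7151 bp in Col-0 and over 4883 to 7135 bp in *Atsdr4l*, and *DIL2* over 8236 and 7494 bp and over 5220 to 8236 bp. *DIL4* differed little at 1 DAI, with 5936 bp ± 6.36 (SD, n = 2) and 5925 bp ± 30.4 (SD, n = 4), as did *VAL2*, with 1323 bp ± 21.2 (SD, n = 2) and 1317 bp ± 42.8 (SD, n = 4), and *VAL1* was covered over 776 bp ± 1097 (SD, n = 2) and 1384 bp ± 441 (SD, n = 4). At 3 DAI *VAL1* went the other way (2065 bp ± 192, SD, n = 2, and 1881 bp ± 508, SD, n = 4), *DIL3* differed little (7072 and 7134 bp, and 7071 to 7120 bp), and *VAL2* and *DIL4* were lower in every *Atsdr4l* library (1260 and 1351 bp against 1166 to 1255 bp, and 5967 and 5970 bp against 5668 to 5963 bp). *DIL2* was covered over 8236 bp in both Col-0 libraries of 3 DAI and over 7488 to 8236 bp in *Atsdr4l*, *DIG1* over 3261 and 4284 bp and over 1336 to 4059 bp, and *ACTIN8* over 651 and 803 bp and over 77 to 1628 bp.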
